A study of Homo sapiens with 2 samples. Its data were reported in "Long noncoding RNA SGO1-AS1 inactivates TGFβ signaling by facilitating TGFB1/2 mRNA decay and inhibits gastric carcinoma metastasis" (2021).

How the data were processed

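RNA immunoprecipitation was done in MKN-28 gastric cancer cells with an antibody against PTBP1 or with rabbit IgG. RNA was extracted, ribosomal RNA was removed, and 1 library of each kind was sequenced. The labels and the paper name different Illumina instruments for this, so none is given here. The submitters' processing notes name cutadapt (1.9.3) and Bowtie2 (2.2.4) and the hg19 build. The peak caller is not given in the sources used here. The strand of the library is not given either, and the peaks carry no strand.

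The deposited data were 4 tables of peaks of PTBP1 over IgG, made by the authors from 1 library against 1 library. There was a full table for mRNA and one for lncRNA, and a promoter table for each. Each row paired a peak with a RefSeq transcript. The authors gave the count of tags inside each peak, without saying in the header which library was counted. The authors gave the fold enrichment over the IgG background as a ratio. The authors gave the p-value as a score, its negative log10 multiplied by 10. The authors gave the false discovery rate as a percent. They also gave the peak length, the distance to the transcript start and an annotation class (exon, intron, promoter, upstream or intergenic). Total tags per library are not known here, so no depth per library is given, and a peak of 6 tags, the fewest in these tables, is much less certain than its fold implies.

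Peaks were counted once per position and genes once per symbol. A gene without a peak is one for which no peak was named. Peaks named for other genes were not checked against such genes. Each promoter table repeated the promoter rows of its full table (4328 rows for mRNA and 998 for lncRNA), and no peak had more than 1 class in a table. A peak was taken as overlapping its transcript where both shared at least 1 base between the listed transcript start and end. Position along a gene was the distance to the transcript start divided by the transcript's genomic length, in 10 equal parts. Shares have 95% Wilson intervals, which cover counting error only. Coordinates are those of the authors, on hg19 and counted from 1.

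There were 24 gene lists, fixed before the data were examined, and older and newer symbols of a gene were counted once through the RefSeq gene table of GRCh38.p14, which was used for names and gene classes only. By transcript accession, 5123 of the 5186 mRNA symbols and 1896 of the 1955 lncRNA symbols matched that table. The reference share of protein-coding genes came from its 20052 protein-coding symbols. Mitochondrially encoded mRNAs have no transcript accession of the kind used in the mRNA table. For lists with at least 5 members with a peak, the median of the best fold per gene was placed among 10000 random lists of the same size, drawn from the genes with a peak and matched on the number of peaks (1, 2, 3 or 4 and more). This was tested on simulated data for the 5186 mRNA genes, with 1000 random lists in place of 10000. Of 200 random lists of 17 genes, 11 (5.5%) fell outside the central 95% of their random lists, and of 200 lists whose folds were multiplied by 2, 199 (99.5%) did.

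The named genes were those the study followed or used as controls, with PTBP1, its paralogs and some of its known targets, the 10 genes with the highest fold and the 5 with the most peaks in each full table, up to 4 members with the highest fold in each gene list, members without a peak where most members have one, and the 3 highest folds of each promoter table. CPSF2 falls outside this rule and was chosen after its values were seen. PARN, RALY and SMAD9 fall outside it too. They tied in fold with AGO3, HNRNPLL and ACVR2B, which the rule chose with ties broken by p and then by symbol. Some genes that meet the rule are not reported here. The alternatives were a fold of at least 4 or of at least 10, a smaller false discovery rate, merged peaks, 1 value per gene, other definitions of overlap, lists without promoter peaks, mean folds and unmatched random lists. Further alternatives, chosen after seeing the data, were a p score of at least 50, at least 20 tags per peak and only peaks that overlap the transcript. Python (3.11.15), pandas (2.3.3), numpy (2.4.6), scipy (1.17.1), matplotlib (3.10.9) and bedtools (2.31.1) were used. Pyrimidine motifs in peaks and random lists matched on transcript length were not analysed here, since they need an hg19 sequence and annotation.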

Results

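RNA immunoprecipitation followed by sequencing (RIP-seq) was used to list the RNAs that came down with PTBP1 in MKN-28 cells, an established gastric cancer cell line. PTBP1 is an hnRNP protein that binds pyrimidine-rich RNA and acts on splicing, stability and translation. There was 1 library made with the PTBP1 antibody and 1 made with rabbit IgG as the negative control. The data were peaks of the PTBP1 library over the IgG library, given as an mRNA list and a lncRNA list on the hg19 build. The fold enrichment, p score, false discovery rate, tag count and annotation class of every peak are the authors' values. The p score is the negative log10 of p multiplied by 10. Total tags per library are not known here, so the depth is described by the tags within peaks. With 1 library per group, the difference between PTBP1 and IgG has no replicate check, and no p-value across genes is given.

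The first question was which RNAs had peaks over IgG. The mRNA list held 8479 peaks named for 5186 genes, and the lncRNA list held 2849 peaks named for 1955 genes. The median fold enrichment was 7.08 in the mRNA list (quartiles 5.07 and 9.74) and 7.31 in the lncRNA list (quartiles 5.22 and 10.1). The highest folds of the mRNA list belonged to MMP15 and ZNF319, which share a 40.49-fold peak upstream of both genes on chromosome 16 (58043818 to 58044099, 22 tags). ST8SIA4, DEFB127, RPL22L1 and ZDHHC9 followed, each with a 33.13-fold peak of 18 tags, and only the ZDHHC9 peak overlapped the named transcript. KIAA1257 came next with an intergenic 30.6-fold peak. TM9SF3, PDE1A and PREPL had exon peaks of 30.35-fold, 29.55-fold and 29.45-fold. The deposited false discovery rate was 86.87% for this PREPL peak and 100% for each of the other peaks given here. In the promoter part of the mRNA list, ZDHHC9 ranked above CTNS, the lysosomal cystine transporter, and SHPK. The highest folds of both lists may reflect the absence of IgG tags, as described at the end, and need not rank the RNA bound.

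In the lncRNA list the highest fold was 49.98, at an intergenic peak of 28 tags that lay 30614 bases from the start of MIR4432HG. MIR8054, RPL22L1, LINC00971, LOC101928885, USP45, MRPL42, SMPD4, MIR4454 and TLR8-AS1 completed the 10 highest. The LINC00971 peak was 676591 bases from the transcript start. The deposited false discovery rate of the best peak was 100% for MIR4432HG, MIR8054, RPL22L1 and LINC00971. For the rest of these 10 it lay between 61.36% and 86.87%. In the promoter part of the lncRNA list, the highest folds were 27.84 for USP45, 27.61 for MRPL42 and 25.77 for both MIR4454 and TLR8-AS1. Of the 1955 names in the lncRNA list, RefSeq classed 680 as lncRNA (34.8%), 572 as protein-coding genes with a noncoding transcript (29.3%), 388 as microRNA (19.8%) and 193 as transcribed pseudogenes (9.87%). Both lists shared 1074 peaks, which made up 12.7% of the mRNA peaks and 37.7% of the lncRNA peaks.

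Most peaks rested on few tags. The median was 13 tags per mRNA peak and 12 per lncRNA peak, and 63.4% of the mRNA peaks held fewer than 20 tags. The p scores began at 30. The deposited false discovery rate was never below 43%, and its median was 45.0% for p scores from 30 to 40, 43.95% from 40 to 50, 45.6% from 60 to 80, 61.4% from 100 to 150 and 100% for the 206 peaks with scores of 200 or more.

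**Figure D1:**
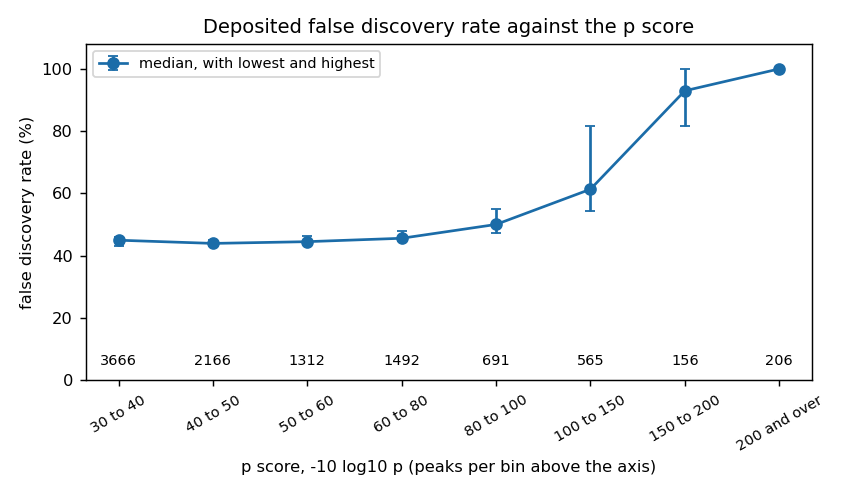
The deposited false discovery rate (%) is plotted against the p score in bins, as the median (points) with the lowest and highest value (bars) over the distinct peaks of both lists, whose number stands above the axis. The median lies at 45.0% in the bin of the lowest scores and at 100% for the 206 peaks with scores of 200 or more.

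The second question was where the peaks lie. In the mRNA list exons held the largest share, with 32.4% of the peaks (95% Wilson interval 31.4 to 33.4%). Promoters, which reached 1999 bases to either side of a transcript start, held 20.9% (20.02 to 21.8%), introns 15.1% (14.4 to 15.9%), the upstream class 16.4% (15.6 to 17.2%) and intergenic regions 15.2% (14.5 to 16.0%). In the lncRNA list intergenic peaks were the largest class, with 32.4% (30.7 to 34.2%), and exons held 9.72% (8.69 to 10.9%). The promoter share there was 23.3% (21.8 to 24.9%). The intervals cover counting error only. In the lncRNA list exon peaks began 2022 bases and intron peaks 2018 bases after the start. Shorter transcripts, such as the 388 microRNAs among the 1955 names, could thus hold neither class. The class shares of both lists are therefore set in part by the annotation and are not directly comparable.

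**Figure D2:**
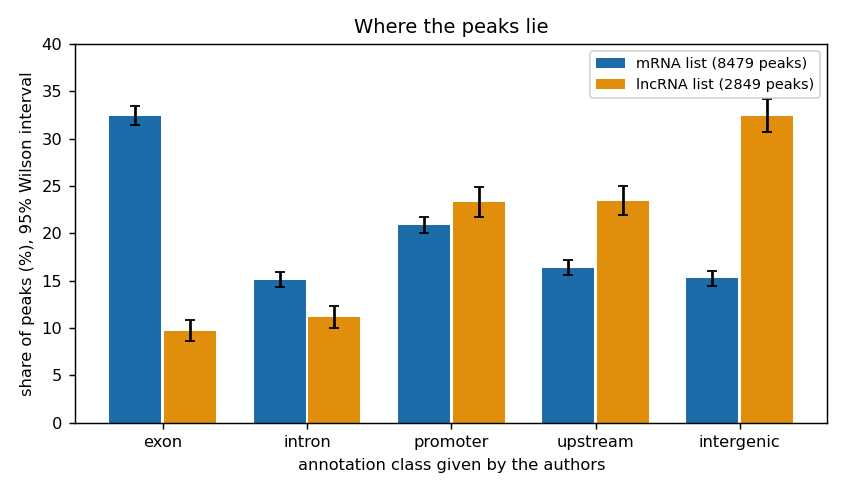
Bars show the share of peaks (%) in each annotation class for the mRNA list (8479 peaks) and the lncRNA list (2849 peaks), with 95% Wilson intervals. Exon peaks make up 32.4% of the mRNA list and 9.72% of the lncRNA list, in which short transcripts could hold no exon peak.

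Exon peaks gathered at the 3′ end of the genes. Of the 2747 exon peaks of the mRNA list, 966 (35.2%, interval 33.4 to 37.0%) lay in the last 10% of the gene, measured from transcript start to transcript end. The last 10% of the gene held 7.03% (5.75 to 8.56%) of the 1281 intron peaks. PTBP3, a paralog of PTBP1, was an example. Its peak with the most tags covered an exon on chromosome 9 (114980918 to 114984665) with 148 tags and 9.57-fold enrichment. The deposited false discovery rate of that PTBP3 peak was 100%. AGO2, the catalytic argonaute, had its largest peak in an exon as well (chromosome 8, 141540560 to 141542295, 88 tags, 9.63-fold). Exon peaks began only 2030 bases after the start, because the promoter class took the bases before, and exon lengths were not used here, so no expected share can be given.

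**Figure D3:**
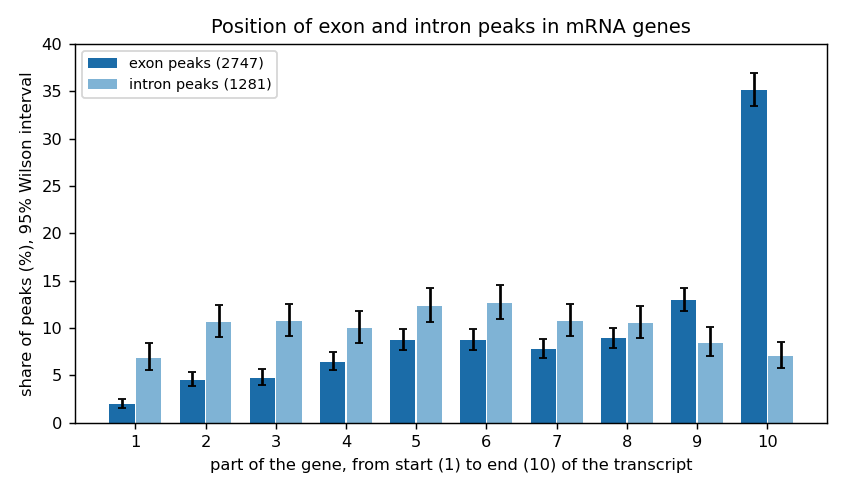
Bars show the share of the 2747 exon peaks and of the 1281 intron peaks of the mRNA list (%) in 10 equal parts of the gene, from the start (1) to the end (10) of the transcript, with 95% Wilson intervals. The last part holds 35.2% of the exon peaks and 7.03% of the intron peaks.

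Many genes were named without a peak on their own transcript. In the mRNA list 3611 genes (69.6%) had a peak that overlapped a listed transcript and 1575 had none, while in the lncRNA list 799 genes (40.9%) had one. The study's count of 5186 transcripts possibly bound by PTBP1 equals the number of gene names in the mRNA list. It thus appears to include these 1575 genes. Intergenic peaks of the mRNA list lay up to 1206808 bases from the start of the transcript they were named for. Of the 2935 mRNA peaks outside the transcript they were named for, 536 (18.3%) overlapped the transcript of another gene of the lists. LINC00602 was named for 6 peaks that overlapped LINC00473. Genes outside the lists were not examined for overlap with peaks named for other genes.

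The third question was where peaks were named for the transcripts that the study followed. TGFB1 had 4 peaks, all overlapping its transcript on chromosome 19. The exon peak at the 3′ end of the transcript (41836245 to 41837206) had 69 tags and 7.23-fold enrichment, a second exon peak (41850589 to 41850847) had 6 tags and 6.26-fold, and an intron peak (41847744 to 41848285) had 15 tags and 6.13-fold. The peak at the transcript start (41858581 to 41859872) had the most tags, 779, and the lowest fold, 3.50. TGFB2 had 2 peaks on chromosome 1. One lay inside the transcript near its start (218518756 to 218520433, 38 tags, 5.65-fold), and the other lay 9041 bases upstream (218509322 to 218509846, 7 tags, 8.22-fold).

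ID2, a TGFβ-responsive inhibitor of bHLH factors, was named for a single intergenic peak on chromosome 2 (8873557 to 8873790, 7 tags, 5.54-fold). It lay 51561 bases beyond the transcript start, outside ID2. SGO1-AS1, the lncRNA of the study, was named for 1 peak on chromosome 3 (20212371 to 20212816, 8 tags, 8.12-fold), which ended before the transcript and lay 3184 bases upstream of its start. GAPDH, a negative control of the study's RIP-qPCR, was named for 1 peak 7807 bases upstream of its start (70 tags, 5.09-fold). No peak was named for SMAD5, a further negative control. The false discovery rates of these peaks lay between 43.18% and 45.29%. The study's evidence for TGFB1, TGFB2, ID2 and SGO1-AS1 also included RIP-qPCR, which is not part of these data.

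**Figure D4:**
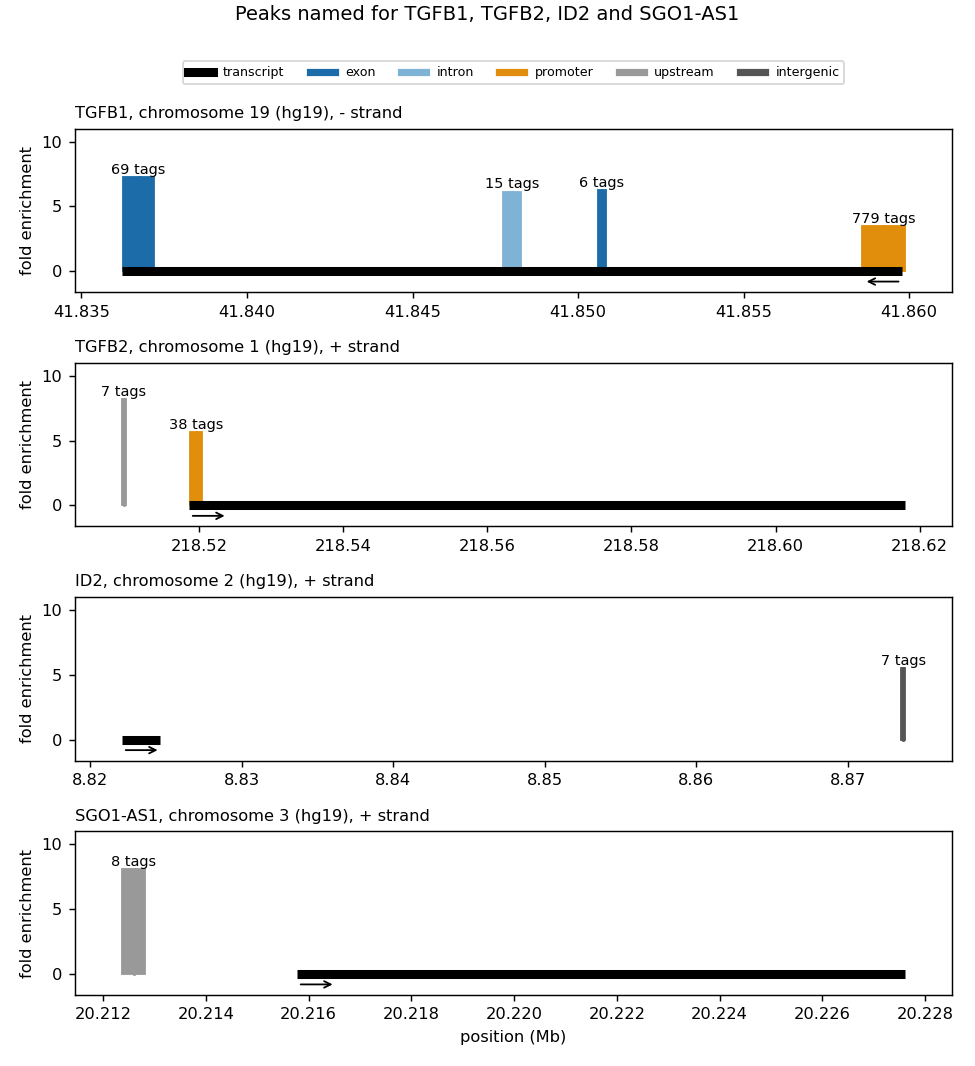
Each panel shows the transcript (black, arrow in the direction of transcription) and the peaks named for TGFB1, TGFB2, ID2 or SGO1-AS1, with hg19 position in Mb, fold enrichment as height, tags as numbers and annotation class as colour. The 4 TGFB1 peaks overlap the transcript, and the ID2 and SGO1-AS1 peaks do not.

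The last question was which groups of genes had peaks, with lists chosen before the data were examined. As a reference, 25.5% of 20052 protein-coding genes had a peak and 17.9% had one that overlapped the transcript. Genes of the RNA-induced silencing complex and of mRNA decay had the highest share outside the lists of transcripts that the study itself followed, with peaks at 22 of 33 members (66.7%, 95% Wilson interval 49.6 to 80.2%) and overlapping peaks at 18 (54.5%, 38.0 to 70.2%). DCP2, the decapping enzyme, had an 18.4-fold exon peak of 12 tags. SMG1, the kinase of nonsense-mediated decay, had 4 peaks of up to 16.56-fold, the highest with 9 tags. TNRC6B, a partner of the argonautes, reached 16.56-fold with 9 tags and PARN, a poly(A) ribonuclease, 14.72-fold with 8 tags. AGO3 also reached 14.72-fold, with 23 tags, but had no overlapping peak. Many folds given below rest on few tags, of which only examples are listed. The best peak held 9 tags for RBM10, LIF, MCM5, RPS26 and RPL6, and 8 for VEGFA, CALD1, COL12A1 and RALY. It held 6 tags for MBNL2, BUB1B, LUCAT1, HNRNPLL, NOTCH1, ALDH1A3, ALDOA and PFKM. Such folds may reflect the absence of IgG tags, as described at the end, and do not rank the RNA bound. AGO2 had 5 peaks, of which 2 overlapped it. Members without a peak included AGO4, CNOT1, ELAVL1, G3BP1, G3BP2, PAN3, TNRC6A, TNRC6C, UPF1 and ZFP36.

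Splicing regulators had peaks at 17 of 36 members (47.2%, 32.0 to 63.0%), and 16 of them had an overlapping peak. KHSRP reached 21.6-fold, SF3B1, a core subunit of the branch-point complex, 21.49-fold, RBM10 16.56-fold and MBNL2 11.04-fold. Transcripts known to be regulated by PTBP1 had peaks at 19 of 40 (47.5%, 32.9 to 62.5%), with overlapping peaks at 16. ACTN1, whose splicing PTBP1 controls, had a 15.47-fold intron peak, and GABBR1 had 3 peaks of up to 14.72-fold. VEGFA and CALD1 had only intergenic peaks, of 14.72-fold and 12.88-fold. PKM, the pyruvate kinase whose exon choice PTBP1 controls, had an intron peak of 224 tags and 3.53-fold. No peak was named for MCL1, PTBP1 or PTBP2. Among hnRNP genes, 9 of 28 had peaks (32.1%, 17.9 to 50.7%, which includes the reference), with overlapping peaks at 8. The highest were HNRNPUL1 at 16.96-fold, PTBP3 at 12.84-fold, HNRNPM at 12.18-fold, and RALY and HNRNPLL at 11.04-fold. The HNRNPUL1 and RALY peaks with these folds lay outside the transcript, and no peak was named for HNRNPK. A further list held genes of proteins from the study's pull-down with SGO1-AS1, without ALB, and CPSF2, for which only an antibody is listed. Peaks were named for 5 of its 12 members, PTBP3, HNRNPM, PRPF4, CPSF7 and CPSF2.

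For the pathways of the study the intervals for any peak included the reference. TGFβ signaling genes had peaks at 17 of 48 (35.4%, 23.4 to 49.6%), with overlapping peaks at 11. The receptor TGFBR1 had 5 peaks, the highest an intergenic one of 12.12-fold, and 2 exon peaks overlapped it. SMAD2, a mediator of TGFβ signals, had 6 peaks, of which 4 overlapped it. ACVR1 had an exon peak of 11.04-fold and 6 tags. The best peak of SMAD9 was upstream and that of ACVR2B intergenic, both at 10.44-fold. EMT genes had peaks at 11 of 31 (35.5%, 21.1 to 53.1%) and overlapping peaks at 6. TJP1, a tight junction scaffold, led with 4 overlapping peaks of up to 19.35-fold, and ACTA2 had 2 exon peaks of up to 18.4-fold. CDH2 (15.83-fold) and ESRP2 (12.53-fold) had no overlapping peak. Matrix and focal adhesion genes had peaks at 17 of 46 (37.0%, 24.5 to 51.4%) and overlapping peaks at 11. ITGB4 had an intergenic 19.14-fold peak, and COL12A1 and LAMB1 reached 13.53-fold and 12.03-fold. Stemness genes had peaks at 10 of 26 (38.5%, 22.4 to 57.5%) and overlapping peaks at 9 (34.6%, 19.4 to 53.8%), with NOTCH2 at 14.84-fold, LIF at 11.21-fold, NOTCH1 at 9.2-fold, outside the transcript, and ALDH1A3 at 7.36-fold.

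Cell cycle genes had peaks at 13 of 33 (39.4%, 24.7 to 56.3%), and each of these 13 had a peak overlapping the transcript. The proliferation marker MKI67 had a 13.84-fold exon peak of 43 tags, and BUB1B, CCND1 and MCM5 reached 11.04-fold, 10.44-fold and 10.18-fold. No peak was named for SGO1. Glycolytic genes had peaks at 9 of 18 (50%, 29.0 to 71.0%), with overlapping peaks at 5 (27.8%, 12.5 to 50.9%). The interval for overlapping peaks included the reference of 17.9%. ALDOA, GPI, PFKM and LDHA reached 8.7-fold, 7.59-fold, 7.36-fold and 7.08-fold, and of these peaks only that of GPI overlapped the transcript.

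Ribosomal protein genes had peaks at 12 of 78 (15.4%, 9.03 to 24.99%), and 5 had an overlapping one (6.41%, 2.77 to 14.1%). RPL37A, RPS26 and RPL6 reached 13.36-fold, 12.88-fold and 10.98-fold, and only RPL6 among these had an overlapping peak. Housekeeping genes had peaks at 3 of 21 (14.3%, 4.98 to 34.6%, which includes the reference), namely ACTG1, GUSB and GAPDH, and ACTB had none. None of the 22 histone genes of the list had a peak (0%, upper bound 14.9%). The 13 mitochondrially encoded mRNAs could not be named, since they have no accession of the kind used in the mRNA list, so their absence is no result. Known lncRNAs had peaks at 9 of 32 and overlapping peaks at 4, with LUCAT1 at 11.04-fold, OIP5-AS1 at 8.32-fold, HOTTIP at 7.14-fold and HOTAIR at 6.62-fold, of which only HOTAIR had an overlapping peak. The snoRNA host genes had peaks at 3 of 22, namely SNHG11, SNHG3 and SNHG1, with an overlapping peak at SNHG11 alone.

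Blood and immune markers had peaks at 1 of 27 (3.70%, 0.657 to 18.3%), at CSF1R, where no peak overlapped the transcript. Markers of neurons, muscle and liver had them at 4 of 30 (13.3%, 5.31 to 29.7%), namely MBP, MAP2, ACTA1 and GAD1, and stromal and endothelial markers at 2 of 17 (11.8%, 3.29 to 34.3%), namely ACTA2 and COL1A1, and both of these intervals included the reference. Gastric epithelial markers, the lineage of the cell line, had them at 2 of 27 (7.41%, 2.06 to 23.4%), MUC1 and CLDN18. Protocadherins and long neuronal adhesion genes had them at 2 of 30 (6.67%, 1.85 to 21.3%), NRXN3 and PCDHB2. The medians of the best fold per gene of the 14 lists with at least 5 members that had a peak lay between the 7.14th percentile (cell cycle) and the 91.1st percentile (matrix and focal adhesion) of 10000 random lists matched on peaks per gene. The shares of members with a peak were not matched on gene length or on expression in MKN-28 cells, so they describe these libraries alone.

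**Figure D5:**
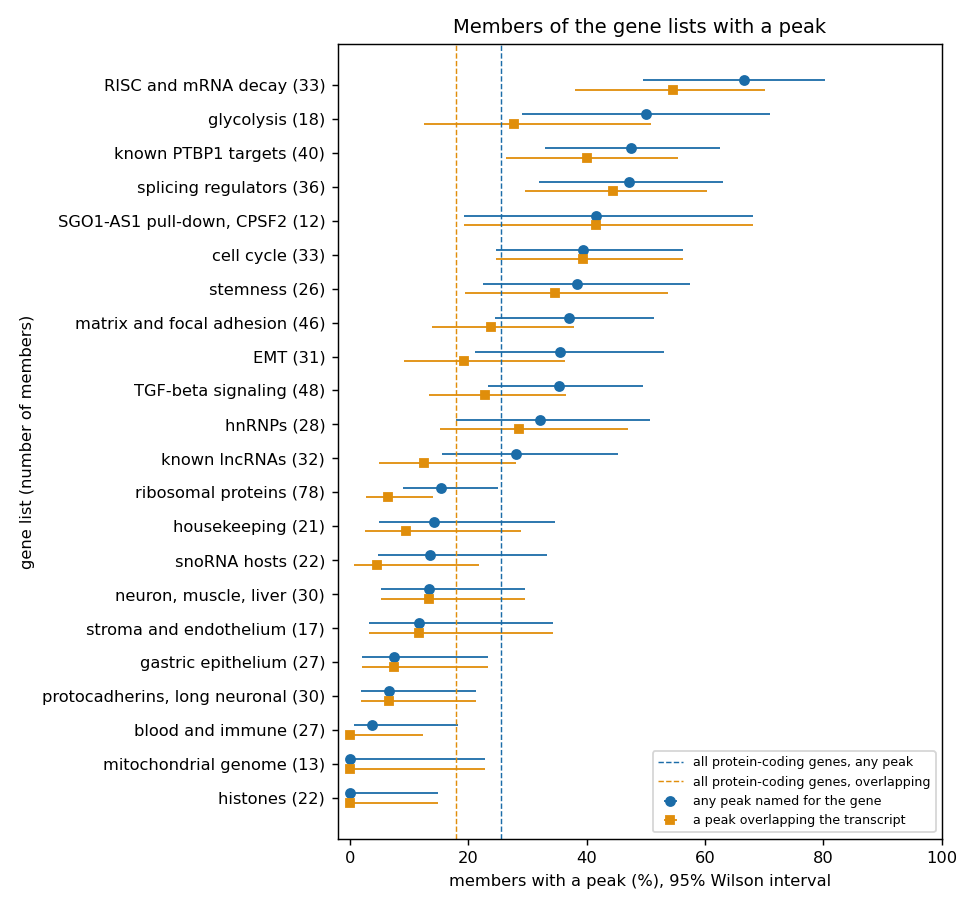
Points show the share of members (%) of the gene lists drawn with any peak (circles) and with a peak overlapping the transcript (squares), with 95% Wilson intervals and the number of members in brackets. Dashed lines mark all protein-coding genes, at 25.5% and 17.9%, and of the lists drawn the silencing complex and mRNA decay genes lie highest, at 66.7% and 54.5%. The transcripts assayed by RIP-qPCR and SGO1-AS1 are not drawn. Genes of the mitochondrial genome could not be named in the mRNA list, so their point is no result.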

Values the study reported

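From its RIP-seq in MKN28 cells, the study gave 5186 transcripts as possible PTBP1 targets. It found 173 of them among the genes whose expression differed after PTBP1 knockout, with TGFB1, TGFB2 and ID2 as the members of the TGFβ pathway. After knockout it counted 393 mRNAs as higher and 348 mRNAs as lower. By RIP followed by qPCR, the study reported enrichment of TGFB1, TGFB2 and ID2 mRNA and of SGO1-AS1 with the PTBP1 antibody. It also recovered PTBP1 with SGO1-AS1 in RNA pull-down.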

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

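The alternatives with a p score, a tag minimum or the overlap with the transcript were chosen only after the data were seen, and the rest before the data were examined. With a fold of at least 10, 2032 mRNA peaks for 1708 genes and 722 lncRNA peaks for 658 genes were left. With a p score of at least 50 there were 3664 mRNA peaks for 2805 genes and 1197 lncRNA peaks for 1006 genes, and with at least 20 tags 3101 mRNA peaks for 2443 genes and 960 lncRNA peaks for 813 genes. Of the peaks, 5544 in the mRNA list and 1036 in the lncRNA list overlapped the transcript, the latter for 799 genes. These counts are lower because each alternative keeps fewer peaks. The median fold taken once per gene, from its best peak, was 7.96 for mRNA and 8.19 for lncRNA.

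With a fold of at least 4 the exon share of mRNA peaks was 30.6% and the intron share 16.2%. With at least 20 tags, mRNA peaks were 34.6% exon, 9.06% intron, 25.1% promoter, 18.3% upstream and 12.9% intergenic, and lncRNA peaks were 11.1% exon, 8.33% intron, 27.8% promoter and 28.3% intergenic. The cause of these shifts was not tested. TGFB1 kept 2 peaks with at least 20 tags, TGFB2 kept 1 and ID2 kept 0. TGFB2 had 1 peak that overlapped the transcript and ID2 had 0. Without promoter peaks, 5 stemness genes, 1 stromal or endothelial marker, 1 snoRNA host gene and 0 protocadherin or long neuronal genes had a peak, since peaks are removed, and the other 20 lists stayed within 1.5 times their count, as did all 24 lists with a fold of at least 4.

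Of the 28 alternative percentiles of the 14 ranked lists, all 28 stayed within the central 95% of random lists, with a highest value of 95.9. The order of the lists did change. With the mean over a gene's peaks, matrix and focal adhesion lay at 53.8 and cell cycle at 13.9. The highest were then hnRNP genes at 95.9 and EMT genes at 95.4. A false discovery rate of at most 10% left 0 peaks and gives no value. The motif alternatives were not run. No paired analysis was possible because each group had 1 library. Of the mRNA peaks, 63.4% held fewer than 20 tags, and depth per library is not known here.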

Other observations

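Some genes collected many peaks. ADARB2, a brain-enriched member of the RNA-editing ADAR family, had 31 peaks over 548.889 kb of chromosome 10 (1224798 to 1773686), of which 30 were in introns and 1 in an exon. Their folds ranged from 4.55 to 22.62 and their median was 9 tags. NBPF20 had 12 peaks, UBR4 10, HUWE1 9 and NBPF8 9, and 9 of the UBR4 peaks lay in exons. The NBPF20 peaks all lay in introns of a long listed transcript (chromosome 1, 144146810 to 146467744). Some NBPF8 peaks lay upstream of its transcript. The counts make no allowance for transcript length, and whether the NBPF peaks belong to other genes was not examined. In the lncRNA list LINC00473 and LINC00602 had 10 peaks each, which together spanned 207.004 kb of chromosome 6 (166271568 to 166478571), with folds from 4.21 to 22.62. DANT2 had 8. Among 3074 windows of 500 kb with a peak, the median was 2 peaks, while the window of ADARB2 (chromosome 10, from 1500001) held 26 and that of LINC00473 (chromosome 6, from 166000001) held 22.

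MIR7641-2 was named for 16 peaks on 7 chromosomes, since the tables place this microRNA at several loci, and 6 of the peaks overlapped a copy. The largest peaks by tags, picked after their values were seen, were not those with the highest folds. SNORD133 had 17841 tags and 9.60-fold, an intergenic peak named for LOC101928201 had 12301 tags and 15.67-fold, and ACTG1, cytoskeletal gamma actin, had 8269 tags and 5.17-fold. The deposited false discovery rate was 100% for the SNORD133 and LOC101928201 peaks and 45.01% for the ACTG1 peak.

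The test of whole multiples of one step was chosen only after the result was seen, and the other 2 tests were written before theirs. The first pattern is that every deposited false discovery rate is high and that it rises as p falls. The median was 45.0% at p scores from 30 to 40, 43.95% from 40 to 50, 44.5% from 50 to 60, 45.6% from 60 to 80 and 50.04% from 80 to 100, so it did not rise over the lowest scores. A candidate explanation is that the rate is the number of peaks called with the libraries exchanged, divided by the number called as labelled at the same p. The rate times the rank among the 10254 distinct peaks was within 0.1 of a whole number for 547 of 574 distinct p-values with a rate under 100% and a rank of up to 1000 (95.3%, interval 93.2 to 96.7%), where chance would give 20%. Under this reading, IgG over PTBP1 may have given at least as many peaks as PTBP1 over IgG at p scores of 181.13 and over. No peak of IgG over PTBP1 was analysed here, and no biological explanation was tested.

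The second pattern is that genes are listed without a peak on their transcript. If the nearest transcript is named at any distance, whether or not the cells make it, markers of other tissues could be listed with distant peaks more often than broadly expressed genes. Of the markers with a peak, 6 of 7 (85.7%, interval 48.7 to 97.4%) had an overlapping one, against 67 of 84 members of the broadly expressed lists (79.8%, interval 70.0 to 87.0%), so 7 markers were too few and this stays open. Any peak was found at 7 of 74 of these markers (9.46%, interval 4.66 to 18.3%) and at 84 of 246 broadly expressed members (34.1%, interval 28.5 to 40.3%). No biological explanation was tested.

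The third pattern is that the highest folds rest on few tags, with a median of 15 tags and a range of 11 to 44 for the 100 highest, although the other peaks had no more, with a median of 13. A candidate explanation is that the fold is a pile-up of tags divided by a fixed smallest background. Of those 100 folds, 63% (interval 53.2 to 71.8%) lay within 0.02 of a whole multiple of 1.84, against 20.2% (19.4 to 21.0%) of the other 10154 peaks. The step of 1.84 was the one that gave the most whole multiples among the folds of all peaks. A chance share of 2.17% holds only for a step fixed in advance, so it is not the chance level here. Multiplied by 6, the step gives 11.04, which was the fold of peaks of 6 tags at ACVR1, HNRNPLL, MBNL2 and BUB1B. Other peaks of 6 tags had lower folds, such as 6.26 at TGFB1. Whether each fold follows the tags of its own peak was not tested. Under the candidate explanation, a fold such as 33.13 for 18 tags may reflect the absence of IgG tags rather than the amount of RNA bound. The biological reading of these folds was not tested.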
